A study of Solanum lycopersicum with 12 samples. Its data were reported in "Engineering high Zn in tomato shoots through expression of AtHMA4 involves tissue-specific modification of endogenous genes" (2016).

How the data were processed

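The series holds 12 Affymetrix GeneChip Tomato Genome arrays, 3 replicates in each of 4 groups: WT ESP, L4 ESP, WT EPP and L4 EPP. Per the labels, 25-day-old plants had been exposed to 5 µM Zn for 15 days; the study's own text gives a shorter exposure, and the files do not settle which is right. Leaf fragments were cut from between vascular bundles in 3 independent experiments, frozen, and dissected by laser capture into ESP and EPP. The captured RNA went through linear amplification (RiboAmp HS PLUS) and biotin labelling (3' IVT Express), so each probe set reads the 3' end of its transcript.

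The deposited values are log2 signals that the authors computed from the scanned arrays. Their summarization, background correction and normalization are not given in the sources used here. The values ran from 0.866 to 16.66, array medians from 5.04 to 5.37, and the arrays had near-equal quartiles without being identical in distribution. No 2 arrays held the same values. The number of arrays, 3 per group, limits the precision. Of 59 background control probe sets the mean was 2.03 and the 95th percentile 2.51; in 22.5% of probe sets all 4 group means lay below that percentile. CEL files were not used here.

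Probe sets were named from the platform's annotation, which gives 909 probe sets a single gene symbol and leaves 9192 tested probe sets without one; no probe set carried several. Gene identifiers of 885 were found in the RefSeq gene table of assembly SLM_r2.1, used for synonyms alone. A placeholder symbol stood for 207 probe sets; the first RefSeq synonym replaced it, and 166 had none. In all, 803 genes had a probe set and 661 had a name. Where several probe sets named a gene, the one with the highest mean over the 12 arrays stood for it. These naming rules were made after the annotation was seen.

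Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit with one mean per group, eBayes, Benjamini-Hochberg adjustment over 10101 probe sets that are not AFFX controls). A probe set passed at an adjusted p under 0.05 and a fold of at least 1.2 (0.26 on the log2 scale), the thresholds that the study names; the interaction of genotype and sector had no fold minimum. The contrasts were L4 minus WT in ESP, in EPP and over both sectors with the sector as a term, EPP minus ESP in WT and in L4, and the difference of the genotype changes between sectors. The genotype contrasts of the sectors share no arrays, although both sectors were cut from leaf fragments of the same experiments. "Rose" and "fell" stand for probe sets that passed, and SE is the standard error of the fitted log2 difference.

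Before the data were examined, 23 gene lists, the comparisons, the alternatives and the rule for named genes were fixed. The lists were pathogenesis-related proteins, wound and jasmonate response, photosynthesis, antioxidant enzymes, flavonoid synthesis, cell cycle and histones, cell wall, metal homeostasis, ethylene biosynthesis, ethylene signalling, senescence and ripening, abscisic acid and drought, heat shock, ribosomal proteins, proteasome, the leaf genes the study followed, and markers of epidermis, trichomes, guard cells, vascular tissue, roots and the upper and lower leaf sides. They were to be filled by symbol and by keywords in gene descriptions, but the annotation holds no descriptions, so symbols and synonyms alone were used. In consequence 15 lists had at least 3 genes and were tested, 5 had 1 or 2 genes and give values without a test, and 3 (ribosomal proteins, proteasome, upper leaf side) had no gene. The heat shock list held HSP21 and vis1. Lists were tested with camera at a preset correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 15 lists; camera with an estimated correlation and fry were run beside it.

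The rule named, for each genotype contrast, the 10 rises and 10 falls with the largest log2 change among probe sets that passed, carried 1 named gene and had replicates of the groups that did not overlap (which 10% of splits into 3 and 3 give by chance); for the other contrasts, the 5 and 5 largest; every measured gene the study followed; and up to 4 members of each list that passed. Tests of lists on the sector contrast in L4 and on the interaction, and 4 further lists, were chosen after the values were seen.

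Alternatives were quantile normalization, centring arrays on their medians or on the 9 spike-in probe sets, minimum mean log2 values of 4 and 6, fits on the 6 arrays compared, eBayes with trend and robust, array weights, no fold minimum and a 2-fold minimum, removal of 277 probe sets with ambiguous suffixes, all probe sets of a gene in the list tests, a block for the replicate number (as a term, and as a random effect with statmod 1.5.0), and each replicate left out in turn. Replicate numbers were checked by the correlation of residuals between arrays of one number: in EPP all 3 pairs of L4 and WT exceeded 0.1 (0.14 to 0.36), in ESP 2 of 3 did (0.06 to 0.36), and between sectors they lay at -0.33 to -0.03 in WT and -0.40 to -0.11 in L4.

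The steps were tested on simulated data with 200 of 10101 probe sets changed. For L4 against WT in ESP, 16%, 72%, 94% and 100% of changes of 1.2-fold, 1.5-fold, 2-fold and 4-fold were recovered, with 4 of 9901 unchanged probe sets passing. In EPP these were 20%, 80%, 90% and 100%, with 8 passing; for the interaction 20%, 62%, 82% and 100%, with 6. For EPP against ESP they were 18%, 84%, 98% and 100% in WT, with 3 passing, and 30%, 82%, 96% and 100% in L4, with 3. Over both sectors they were 40%, 82%, 98% and 100%, with 6. In ESP 3 of 3 lists shifted by 0.5 on the log2 scale passed and 0 of 9 lists without shifted genes. The simulated noise was independent between probe sets, so this result does not cover lists of correlated genes. Far fewer probe sets were changed than passed in the data, so the recovery and false passes need not carry over. Annotation and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.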

Results

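Transcript levels were measured in 2 sectors of tomato leaves cut out by laser capture microdissection. The sector ESP held spongy parenchyma with the lower epidermis, and the sector EPP held palisade parenchyma with the upper epidermis. Wild-type plants (WT) were set against a transgenic line (L4) that carries AtHMA4, a zinc-exporting ATPase of Arabidopsis, under the 35S promoter. All plants grew at 5 µM Zn, and 3 replicates of each of the 4 groups gave 12 arrays. AtHMA4 has no probe set on this tomato array, so the transgene itself was not measured. The array holds 10209 probe sets, of which 10101 were tested after 108 control probe sets were set aside, and 909 of those tested carry a gene symbol.

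The arrays of a group lay close together. Replicates of a group correlated at r = 0.998 to 0.999 across probe sets, and arrays of different groups at r = 0.954 to 0.985; probe sets are not independent replicates. The median SD between replicates was 0.0959 on the log2 scale, so with 3 arrays per group the p-values may measure little more than technical spread. Among the control probe sets, the hybridization spike-ins were higher in L4 by 0.63 in ESP and 0.20 in EPP on the log2 scale. As hybridization controls they do not measure the captured RNA. Centring on them is therefore a check of sensitivity and not a calibration of transcript levels. The 3' probe set of phytochrome B2 was lower in L4, with log2 differences of -1.02 in ESP and -2.67 in EPP, the 17S rRNA probe set differed by 0.12 in ESP and -1.26 in EPP, and the 25S rRNA probe set by 0.84 and -0.19. GAPDH at its 3' probe set differed by 0.38 and 0.35. Actin gave 12.6 at its 3' and 2.13 at its 5' probe set in WT ESP, a 3' bias that amplified RNA carries in all groups.

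The first comparison asked what expression of AtHMA4 changes in the spongy parenchyma and lower epidermis. Among probe sets with a gene name, those of pathogenesis-related proteins gave the largest rises in L4. PR1b1 rose 951-fold, from a log2 signal of 4.43 ± 0.31 to 14.33 ± 0.35 (SD, n = 3), and PR-5 rose 926-fold, from 4.31 ± 0.37 to 14.16 ± 0.04. P4, of the same family as PR1b1, rose 366-fold, and the chitinase CHI3 rose 36.7-fold. Dihydroflavonol reductase (DFR), an enzyme of anthocyanin synthesis, rose 91.1-fold, a lower bound because its WT signal lay near the array background, and the endoglucanase cel7 rose 25.1-fold.

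Other large rises in ESP were those of TSI-1 (log2 change 5.28 ± 0.27, SE of the fit), the lipid transfer protein LE16 (5.17 ± 0.30), the hexose transporter HT2 (4.53 ± 0.12) and the peroxidase CEVI-1 (4.10 ± 0.10). The largest falls of named genes belonged to several branches. GA20OX1, which makes gibberellin precursors, fell by 2.69 on the log2 scale, and a gene annotated as PR5, read by another probe set than PR-5, fell by 2.61. SPE4 fell by 2.54, the carotene hydroxylase CrtR-b1 by 2.43, ER5 by 2.34, GAL83 by 2.33, chMDH by 2.30, krp2 by 2.26, cathDInh by 2.26, and DXS, the entry enzyme of plastid isoprenoid synthesis, by 2.24. PR1b1 has a further probe set on the array, which did not pass the test, with log2 changes of -0.02 in ESP and -0.20 in EPP.

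By gene list, pathogenesis-related and wound genes were higher and photosynthesis genes lower in L4 ESP. Of 11 pathogenesis-related genes 8 rose and 2 fell, with a median log2 change of 2.11 (camera, adjusted p = 0.000637, and adjusted p = 0.0261 with an estimated correlation); 10 passed when adjusted over the list alone. NP24-I fell by 0.73. Of 15 wound and jasmonate genes 10 rose and 1 fell, with a median of 0.74 (adjusted p = 0.000637, and adjusted p = 0.0261 with an estimated correlation), and 11 passed when adjusted over the list alone. Among them were threonine deaminase TD2 (2.30), the lipoxygenase loxD (2.24), the leucine aminopeptidase LAPA1 (1.49) and the arginase ARG2 (1.33). Of 2 further probe sets of ARG2, 1 passed (0.97 in ESP and 4.50 in EPP) and 1 did not (-0.07 and -0.11). All 7 photosynthesis genes fell, with a median of -0.86 (adjusted p = 2.44e-05, but adjusted p = 0.0737 with an estimated correlation), and 7 passed when adjusted over the list alone. The largest were those of psaD, by 1.76, PSBP, by 1.52, CAB6A, by 1.02, and CAB5, by 0.86.

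Flavonoid and cell cycle genes moved up in this sector. Of 4 flavonoid genes 3 rose, with a median log2 change of 3.29 (adjusted p = 0.00341, but adjusted p = 0.0517 with an estimated correlation); 3 passed when adjusted over the list alone. Chalcone synthases CHS1 and CHS2 rose by 4.10 and 2.48. Of 8 histone and cell cycle genes 5 rose, with a median of 1.24 (adjusted p = 0.0181, but adjusted p = 0.0875 with an estimated correlation); 5 passed when adjusted over the list alone. CDKB2 rose by 2.17, CDKB1 by 1.72, CycA1 by 1.36 and CycA2 by 1.31. No histone gene carried a name here, so these are kinases, cyclins and PCNA.

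The other lists tested in ESP did not pass. Their adjusted p were 0.803 for 12 antioxidant genes, 0.739 for 12 metal homeostasis genes, 0.475 for 38 cell wall genes, 0.475 for 13 ethylene biosynthesis genes (ACO1 and ACO3 not among them), 0.52 for 28 ethylene signalling genes, 0.757 for 8 senescence and ripening genes, and 0.475 for 3 abscisic acid and drought genes. Single members still moved far, as LeXTH9 (1.88), PTI5 (2.85), ERF-H1 (1.92), ERF4 (-1.68), FESOD (-1.53), SODCP.2 (-1.52) and APX2 (1.45) did. For antioxidant genes the median was -0.07 and the mean 0.24, and for senescence and ripening genes the median was 0.02 and the mean -0.05, while both tests pointed down. Root markers had a median of -0.01, a mean of 0.36 and a test that pointed up (adjusted p = 0.803). Of 3 epidermis and cuticle markers LE16 and TSW12 rose (1.19 for TSW12) and ltpg1 fell by 0.38 (list adjusted p = 0.475). With spike-in centring this list passed as higher than other genes in ESP (camera, adjusted p = 0.00358), as did the cell wall list (adjusted p = 0.0167). The median of all probe sets was then -0.61, so these calls do not mean that most members rose. The vascular markers SUT4 and SUT2 were higher by 1.25 and 0.46, and the guard cell marker LKT1 fell by 0.60. The value of SUT2 was lost without WT ESP replicate 2 (0.34), WT ESP replicate 3 (0.44), L4 ESP replicate 1 (0.42) or L4 ESP replicate 3 (0.41), and turned to -0.17 when the arrays were centred on the spike-ins.

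In ESP, 3874 of 10101 probe sets differed between L4 and WT (38.4%), 1939 higher and 1935 lower (limma, adjusted p under 0.05 and at least 1.2-fold), and 1294 differed at least 2-fold. The even split rested on the scaling of the deposited values. With arrays centred on the spike-ins the split was 592 higher and 8204 lower, at a median change of all probe sets of -0.61 where the deposited values gave 0.02; the wound list then held 5 higher and 6 lower genes, and the pathogenesis-related list 7 higher and 2 lower.

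**Figure D1:**
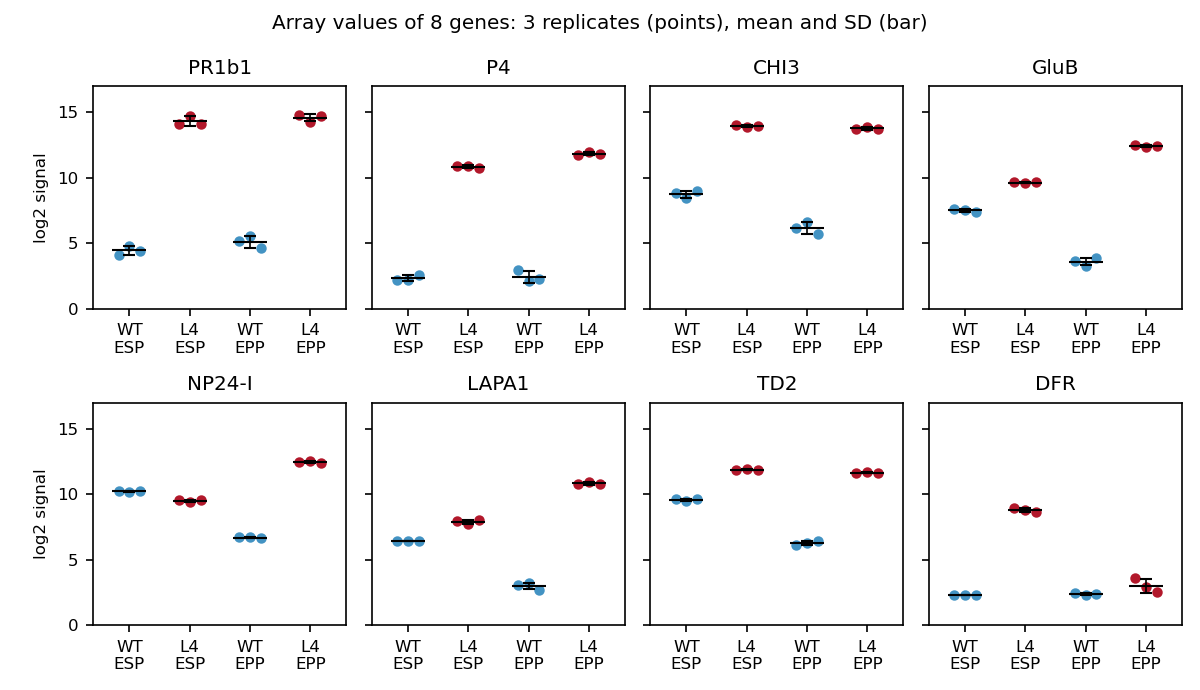
Log2 signals of 8 genes on the 12 arrays (points, 3 replicates per group) with group means and SD (bars); blue, WT; red, L4. PR1b1 and P4 were high in both L4 sectors, GluB, NP24-I and LAPA1 reached their highest values in L4 EPP, and DFR did so in L4 ESP.

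The same question was asked in the palisade parenchyma and upper epidermis. Again pathogenesis-related genes led among named genes: PR1b1 rose 704-fold, from a log2 signal of 5.10 ± 0.47 to 14.56 ± 0.27 (SD, n = 3), P4 rose 683-fold and PR-5 rose 281-fold. The glucanase GluB rose 462-fold, from 3.57 ± 0.28 to 12.42 ± 0.07, CHI3 rose 197-fold and the osmotin NP24-I rose 54.2-fold. Wound genes rose with them, LAPA1 by 228-fold and TD2 by 41.3-fold. The cell wall invertase Wiv-1, which splits sucrose outside the cell, rose 46.2-fold, and ER1 rose 77.3-fold.

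Among named genes, those of gibberellin synthesis showed the largest falls in EPP. The gibberellin oxidases 20ox-2 and GA20OX1 fell by 5.14 ± 0.09 and 3.57 ± 0.13 on the log2 scale (SE of the fit). The endoglucanase Cel2 fell by 2.79, THOM1 by 2.76, the invertase LIN8 by 2.37, erf1a by 2.18, the expansin exp11 by 2.18, ERF3 by 2.07, the aquaporin LePIP1 by 2.03 and formin-I2I by 1.99. Further probe sets of THOM1 and ERF3 did not pass the test in EPP, with log2 changes of -0.18 and -0.12.

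All 11 pathogenesis-related genes rose in EPP, with a median log2 change of 5.36 (camera, adjusted p = 9.65e-12, and adjusted p = 0.00099 with an estimated correlation), and 11 passed when adjusted over the list alone. PR-P2 rose by 5.36 and P69B by 4.73. Of 15 wound and jasmonate genes 9 rose and 0 fell, with a median of 0.51 (adjusted p = 2.58e-05, and adjusted p = 0.00831 with an estimated correlation), and 9 passed when adjusted over the list alone. ARG2 rose by 4.04, loxD by 1.29 and the jasmonate synthesis gene AOC by 1.41.

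Antioxidant and ethylene signalling genes were higher and photosynthesis genes lower in EPP, each by a call that an estimated correlation removed. Of 12 antioxidant genes 6 rose and 1 fell, with a median of 0.33 (adjusted p = 0.00238, but adjusted p = 0.297 with an estimated correlation), and 7 passed when adjusted over the list alone. CEVI-1 rose by 4.76, the catalase cat1 by 2.80 and the peroxidase APX2 by 1.67, while SODCP.2 fell by 0.54. Of 28 ethylene signalling genes 12 rose and 4 fell, with a median of 0.20 (adjusted p = 0.0251, but adjusted p = 0.333 with an estimated correlation), and 16 passed when adjusted over the list alone. PTI5 rose by 1.58, ER21 by 1.33 (-0.09 for a further probe set, which did not pass) and the transcription factor EIL4 by 1.08, and ERF3 fell by 2.07. This call was lost without WT EPP replicate 1 (adjusted p = 0.0665), after quantile normalization (adjusted p = 0.0921) and with spike-in centring (adjusted p = 0.0542), and over its alternatives the adjusted p reached 0.333. Of 7 photosynthesis genes 4 fell, with a median of -0.27 (adjusted p = 0.0107, but adjusted p = 0.325 with an estimated correlation), and 4 passed when adjusted over the list alone. It was lost after quantile normalization (adjusted p = 0.13) and with spike-in centring (adjusted p = 0.0862); psaD fell by 0.53 and CAB5 by 0.50.

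The other lists did not pass in EPP, with adjusted p of 0.0956 for 4 flavonoid genes, 0.42 for 8 histone and cell cycle genes, 0.559 for 12 metal homeostasis genes, 1 for 38 cell wall genes, 1 for 13 ethylene biosynthesis genes, 0.935 for 8 senescence and ripening genes, 0.559 for 3 abscisic acid and drought genes and 0.279 for 6 root markers. CHS2 rose by 1.77 and CHS1 by 1.36, CDKB2 by 2.59 and CDKB1 by 1.84, and XTH6 by 1.58, whereas TBG7 fell by 1.84. The flavonoid list passed without L4 EPP replicate 3 (adjusted p = 0.0475) and with spike-in centring (adjusted p = 0.0258). Cell wall genes had a median of -0.05, a mean of -0.13 and a test that pointed up. Ethylene biosynthesis genes had a median of -0.08 and a mean of -0.02 with a test that pointed up, senescence and ripening genes a median of -0.07 and a mean of 0.07, and metal homeostasis genes a median of -0.04 and a mean of 0.06, also with tests that pointed up. Of 3 epidermis and cuticle markers TSW12 rose by 0.51 (0.33 and not passing after quantile normalization), ltpg1 fell by 0.66, and LE16 stood at 0.76 (adjusted p = 0.0659 for this gene, 0.935 for the list). Of the trichome markers SSTLE1 rose by 1.73 and MTS1 fell by 0.39. The vascular markers SUT4 and SUT2 rose by 0.75 and 0.62, although a further probe set of SUT4 did not pass in either sector (-0.04 in EPP), and the guard cell marker LKT1 stood at -0.06. ARF3, a marker of the lower leaf side, rose by 0.38 in EPP and stood at -0.05 in ESP. That rise did not pass with arrays centred on medians (0.22) or on spike-ins (0.19). A further probe set of ARF3 passed in both sectors (0.36 in EPP and 1.14 in ESP).

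In EPP, 3813 of 10101 probe sets differed between L4 and WT (37.7%), 1918 higher and 1895 lower (limma), and 1110 differed at least 2-fold. With arrays centred on their medians the split was 1435 higher and 3604 lower, and with spike-in centring 1331 higher and 4312 lower, at medians of all probe sets of -0.22 and -0.25. The medians of the pathogenesis-related, wound, antioxidant and photosynthesis lists kept their sign under all 3 scalings, with 10 of 11 pathogenesis-related genes higher in each.

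**Figure D2:**
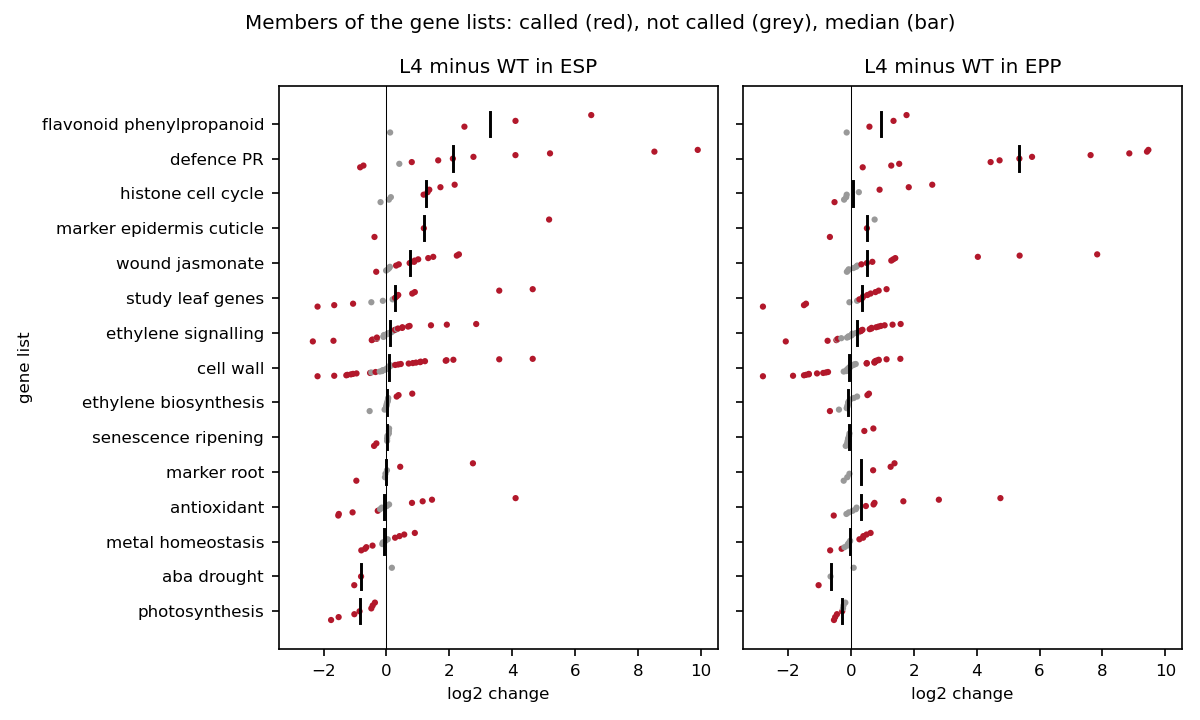
Log2 changes (L4 minus WT) of the members of 15 gene lists in ESP (left) and EPP (right); red points passed the test, grey points did not, and black bars mark list medians. Pathogenesis-related genes lay furthest to the right in EPP (median 5.36), and photosynthesis genes lay below 0 in both sectors; with spike-in centring the median of all probe sets in ESP was -0.61 in place of 0.02.

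The study followed a set of metal, ethylene and cell wall genes in these leaves. By name, 13 of its 18 were found on the array, and bZIP44, NR, ACO1, ACO3 and CHLN were not. The study gives E8 as another name of ACO3, and E8 was measured here in the senescence and ripening list. Of the 13 genes, 7 rose and 3 fell in ESP, and 8 rose and 3 fell in EPP. When adjusted over the list alone, 10 and 11 passed. Because the study chose the list on these samples, its counts are not independent evidence. The list test did not pass in either sector (adjusted p = 0.249 in ESP and 0.0642 in EPP, but 0.0349 in ESP with spike-in centring and 0.0145 in EPP with all probe sets of a gene), and in EPP the median was 0.37 and the mean -0.04.

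Among metal genes, the ferric reductase FRO1 rose by 0.90 ± 0.09 in ESP and 0.63 ± 0.09 in EPP (log2, SE of the fit). NRAMP3, a metal transporter that the study places on internal membranes, rose by 0.27 in both sectors, just over the 1.2-fold minimum. In ESP it missed that minimum without WT ESP replicate 1 (0.25), L4 ESP replicate 1 (0.24) or L4 ESP replicate 3 (0.24), and in EPP without L4 EPP replicate 2 (0.24). Nramp2 stood at -0.12 in ESP and rose by 0.39 in EPP, a rise lost without WT EPP replicate 1 (0.32) or L4 EPP replicate 3 (0.37). The study says that the probe sets of Nramp2 and of FER, also in the metal list, match other sequences too. Glutathione synthesis genes moved apart, as GSH1 fell by 0.68 in ESP and 0.66 in EPP, while GSH2 rose by 0.56 and 0.40. With arrays centred on medians or on spike-ins, NRAMP3, Nramp2 and GSH2 no longer passed in EPP. In ESP the rise of GSH2 was smaller than the 0.63 by which the spike-ins were higher in L4, so its direction there also rests on the scaling. The copper chaperones CCH and CCS fell by 0.80 and 0.44 in ESP, and in EPP CCS fell by 0.29.

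The ethylene synthesis gene ACO4 rose by 0.82 in ESP and 0.53 in EPP, and ACO6 rose by 0.32 in ESP and stood at 0.20 in EPP, where 2 further probe sets of ACO6 passed (0.57 and 0.51). The receptor gene ETR1 stood at 0.20 in ESP and rose by 0.37 in EPP, a rise that did not pass with arrays centred on medians (0.21) or on spike-ins (0.17). Among cell wall genes the endoglucanase cel7 rose by 4.65 in ESP and 1.14 in EPP, XTH3 rose by 3.58 and 0.89, and the pectin methylesterase gene PMEU1 by 0.37 and 0.78. XTH1 fell by 1.66 and 1.42, XTH7 by 1.06 and 1.49, and cel5 fell by 2.19 in ESP and stood at -0.04 in EPP. Cel2 stood at -0.48 in ESP, a value that passed in a fit on the 6 arrays compared, and fell by 2.79 in EPP. With arrays centred on the spike-ins, ESP values turned to -0.36 for NRAMP3, -0.31 for ACO6, -0.26 for PMEU1 and -0.44 for ETR1, ACO4 (0.19) no longer passed, and Nramp2 and Cel2 fell by 0.75 and 1.11.

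**Figure D3:**
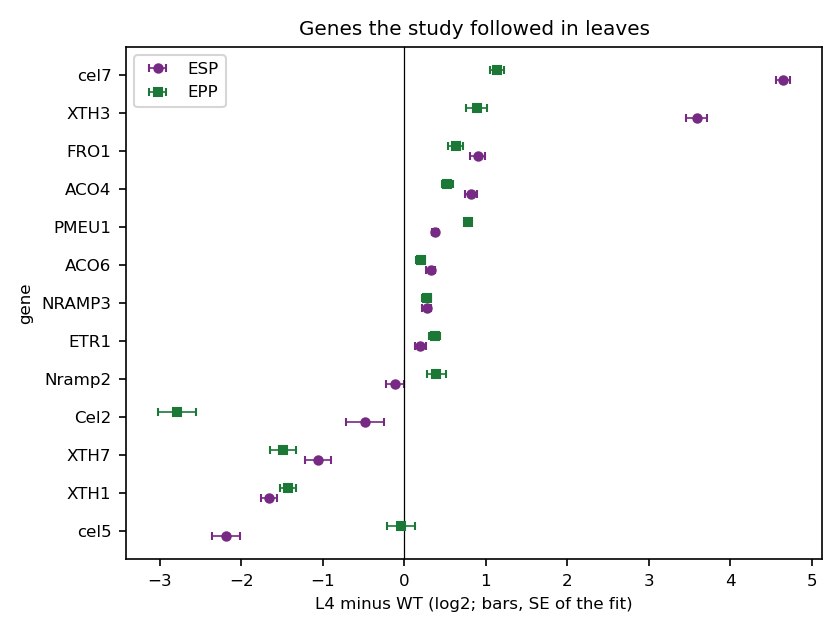
Log2 changes (L4 minus WT) of 13 genes the study followed in leaves, in ESP (circles) and EPP (squares), with the SE of the fit from 3 arrays per group. Values ran from -2.79 for Cel2 in EPP to 4.65 for cel7 in ESP; with spike-in centring NRAMP3, ACO6, PMEU1 and ETR1 changed sign in ESP.

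A further comparison asked whether the transgenic line changed both sectors alike. PR1b1 did not pass the test of a difference between sectors (-0.43 ± 0.37, SE of the fit, adjusted p = 0.386), whereas PR-5 changed less in EPP (-1.72) and some other defence and wound genes changed more there. The change in EPP exceeded that in ESP on the log2 scale by 6.74 for GluB, 6.49 for NP24-I, 7.07 for ER1, 6.35 for LAPA1 and 5.99 for PR5. All of these genes were lower in EPP than in ESP in WT, so part of each difference lay in WT. NP24-I and PR5 fell in ESP and rose in EPP. In the other direction the EPP change fell short of the ESP change for DFR (-5.92, with WT signals near the background), LE16 (-4.41), 20ox-2 (-3.56), cel7 (-3.51) and LeXTH9 (-3.22), and LeXTH9 rose by 1.88 in ESP and fell by 1.33 in EPP.

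The genotype change differed between the sectors for 2896 of 10101 probe sets (limma interaction, adjusted p under 0.05), 1669 with the higher value in EPP and 1227 with the higher value in ESP. The split was 1182 and 1673 with arrays centred on their medians, and 4501 and 348 with spike-in centring. At least 2-fold differences numbered 731. In both sectors 2419 probe sets passed in the same direction, 1182 higher and 1237 lower in L4, where independent lists would share 368 and 363. These expectations count all 10101 probe sets, although dim ones passed less often, so some excess over them is built in. Opposite directions were found for 212. With spike-in centring 4573 passed in the same direction, 443 higher and 4130 lower. Of 1243 probe sets that passed in ESP alone 763 also passed the test of the difference, as did 694 of 1182 in EPP alone. The log2 changes of the 2 sectors correlated at r = 0.688 across probe sets, which are not independent replicates.

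**Figure D4:**
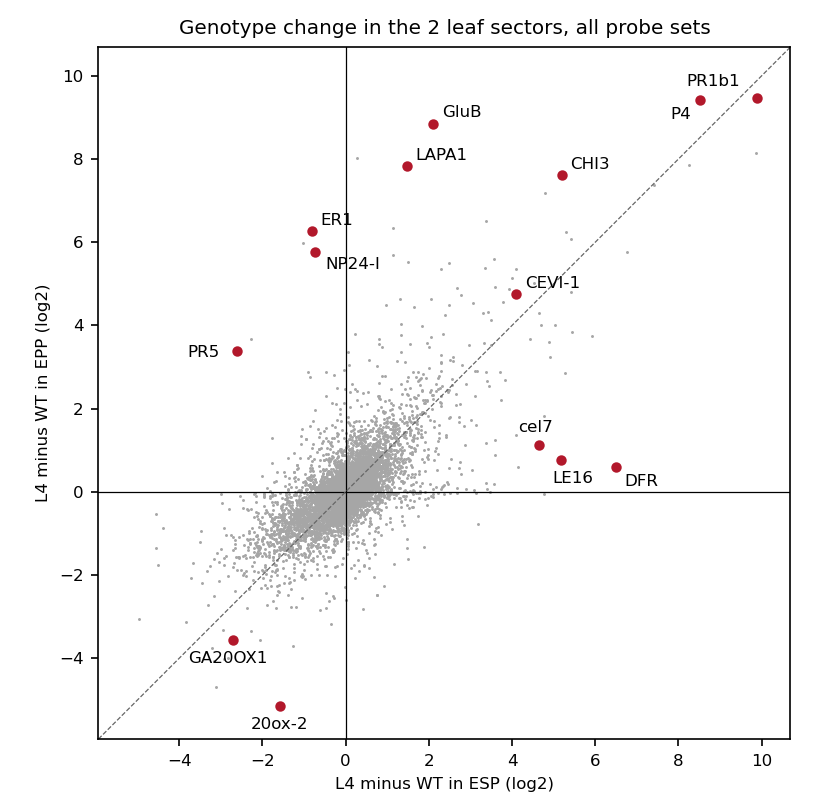
Log2 changes (L4 minus WT) of 10101 probe sets in ESP (x axis) and EPP (y axis); the dashed line marks equal change and named genes are red. PR1b1 and P4 lay near the line, GluB and LAPA1 above it, and DFR, LE16 and cel7 below it; with spike-in centring the median of all probe sets along x was -0.61 in place of 0.02.

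Fitted over both sectors, with the sector as a term, 3654 probe sets differed between L4 and WT, 1833 higher and 1821 lower, and 1037 at least 2-fold. The split was 1466 and 2305 with arrays centred on their medians and 724 and 7192 with spike-in centring. This fit counts the sectors as separate samples, although both were cut from leaf fragments of the same experiments.

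Within WT, the comparison of the 2 sectors asked how the palisade and spongy sides of the leaf differ without the transgene. EPP held more transcript of the auxin response gene IAA7, 8.80-fold, from a log2 signal of 3.30 ± 0.12 in ESP to 6.44 ± 0.02 in EPP (SD, n = 3). T6 was 4.63-fold, isocitrate lyase ICL 4.59-fold, formin-I2I 3.93-fold and the protease gene SBT1 3.77-fold higher in EPP. ESP held more of the sucrose-cleaving Wiv-1, 22.2-fold, the amino acid transporter AAP1, 20.3-fold, GluB, 15.4-fold, NP24-I, 11.6-fold, and LAPA1, 10.7-fold.

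Defence, ethylene and cell cycle genes were lower in WT EPP than in WT ESP, by calls that an estimated correlation removed. Of 11 pathogenesis-related genes 1 was higher and 6 were lower, with a median of -0.38 (adjusted p = 0.00977, but adjusted p = 0.146 with an estimated correlation), and 8 passed when adjusted over the list alone. Of 28 ethylene signalling genes 4 were higher and 14 lower, median -0.28 (adjusted p = 0.00844, but adjusted p = 0.216 with an estimated correlation), and 18 passed when adjusted over the list alone. The log2 difference, EPP minus ESP, was -2.98 for ER5, -1.26 for PTI6 and 1.27 for ERF3. Of 8 histone and cell cycle genes 5 were lower, median -1.07 (adjusted p = 0.0175, but adjusted p = 0.169 with an estimated correlation), and 5 passed when adjusted over the list alone. CDKB1 stood at -2.98, CDKB2 at -2.73 and PCNA at -1.43. Of the 13 genes the study followed, 2 were higher and 8 lower, median -0.31 (adjusted p = 0.0113, but adjusted p = 0.216 with an estimated correlation); 10 passed when adjusted over the list alone, which is not independent evidence.

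Of 15 wound and jasmonate genes 1 was higher and 6 were lower in WT EPP (adjusted p = 0.0499, but adjusted p = 0.169 with an estimated correlation), with a median of 0.03 against a mean of -0.65; 7 passed when adjusted over the list alone. TD2 stood at -3.31 and AOC at -1.27. The wound call was lost without WT ESP replicate 2 (adjusted p = 0.0519), with all probe sets of a gene (adjusted p = 0.0809) and with spike-in centring (adjusted p = 0.0673). The remaining lists did not pass, with adjusted p of 0.102 for metal homeostasis genes, 0.234 for photosynthesis genes, 0.344 for flavonoid genes, 0.507 for cell wall genes, 0.712 for antioxidant genes, 0.809 for ethylene biosynthesis genes, 0.809 for abscisic acid and drought genes, 0.507 for root markers, and 0.164 for epidermis and cuticle markers. Senescence and ripening genes stood at adjusted p = 0.0693, and at 0.037 without WT EPP replicate 2. Antioxidant genes had a median of 0.01 and a mean of -0.13, cell wall genes a median of 0.06 and a mean of -0.08 (both tests down), and ethylene biosynthesis genes a median of 0.12 and a mean of -0.08 (test up). The metallothionein gene MTA stood at -2.03, NCED1 at 0.91, and the catalase cat1 at -2.47. ARF3, a marker of the lower leaf side, stood at -1.55, the vascular marker SUT4 at -1.59, and the trichome markers SSTLE1 and MTS1 at -0.86 and 0.45.

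In WT 3573 probe sets differed between the sectors, 1827 higher and 1746 lower in EPP (limma), 795 of them at least 2-fold. The split turned with the scaling, to 4855 and 1199 with arrays centred on their medians and 646 and 5563 with spike-in centring, at medians of all probe sets of 0.27 and -0.30. The medians of the pathogenesis-related, ethylene signalling and cell cycle lists stayed below 0 under both, while that of the wound list was 0.21 and -0.35. With spike-in centring the cell cycle list alone of the 15 passed.

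Within L4, 5 genes that were lower in EPP than in ESP in WT gave the largest differences toward EPP among named genes. ER1 was 80.0-fold, cathDInh 37.2-fold, PR5 33.9-fold, NP24-I 7.75-fold and LAPA1 7.60-fold higher in EPP. DFR was 55.7-fold, LE16 21.8-fold, cel7 14.2-fold, fsm1 11.7-fold and Cel2 10.8-fold higher in ESP. List tests for this comparison and for the difference between sectors were added after the values were seen, so their results stand under other observations. In L4 3760 probe sets differed between the sectors, 1890 higher and 1870 lower in EPP, and 1147 at least 2-fold. In both genotypes 2124 probe sets differed in the same direction, 1067 higher and 1057 lower in EPP, where independent lists would share 342 and 323. These expectations too count dim probe sets, so some excess over them is built in. Another 208 differed in opposite directions.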

Values the study reported

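The study reported altered transcript levels of 3699 genes in ESP and 3646 genes in EPP of L4 relative to the wild type at 5 μM Zn, at an FDR below 0.05 and a change of at least 1.2-fold. For single genes the study took RT-qPCR over the array where they differed. Its RT-qPCR gave higher bZIP44, PMEU1 and Cel7 and lower Cel2 and ACO6 in both sectors of L4, lower NR in both, and lower ETR1 in ESP. Among ethylene synthesis genes it gave the strongest increases for ACO1 and ACO4 in EPP and for ACO3 in ESP.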

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

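The tests of a stress in single experiments, of more epidermis in the L4 captures and of the scaling probe set by probe set were chosen after the results were seen; the other tests in this part were fixed before.

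The change from WT to L4 differed between EPP and ESP for 2896 probe sets (interaction test), and 731 of them differed at least 2-fold. The 10 named genes with the largest differences, EPP change minus ESP change on the log2 scale, were ER1 (7.07), GluB (6.74), NP24-I (6.49), LAPA1 (6.35) and PR5 (5.99) with higher values in EPP, and DFR (-5.92), LE16 (-4.41), 20ox-2 (-3.56), cel7 (-3.51) and LeXTH9 (-3.22) with higher values in ESP. Each has a test of the difference itself. In WT, ER1, GluB, NP24-I, LAPA1 and PR5 were lower in EPP than in ESP, so part of their differences was a sector difference of WT.

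Sectors mixed in the L4 captures would shrink the sector difference in L4, but 60.5% of the 731 probe sets (442) differed more between sectors in L4 than in WT. For values near the array floor, 44.5% of the 731 (325) had a mean log2 value of at least 6. Of all 10101 probe sets tested, 4624 had such a mean, so the share does not set the 731 apart. A mean over all arrays also does not show whether the values of a single group lay at the floor. The test therefore does not decide how much of the pattern comes from such values. Scaling between arrays changed how many probe sets reached 2-fold, from 714 to 1322 over 3 scalings, which leaves the size of the pattern open; 66.3% of the 731 (485) kept a 2-fold difference in the same direction under all 3 scalings, so scaling is an unlikely source of the whole. A hypothesis that stays open, and was not tested, is that zinc moved by AtHMA4 reaches the sectors unequally. A difference in how the L4 and WT leaves were cut stays open as well.

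Pathogenesis-related genes were higher in L4 in both sectors. Scaling between arrays is an unlikely cause, since their lowest median change over 3 scalings and both sectors was 1.48 on the log2 scale. A stress in single experiments would leave 1 or 2 L4 arrays apart, but the lowest median rise of an L4 array was 0.943 of the highest in the sector where they differed most. This speaks only against a stress that sets single arrays apart. Replicates as alike as these (r = 0.998 to 0.999) may differ by little more than technical spread, so the test does not decide on a stress that they share. More epidermis in the L4 captures was predicted to raise epidermis and trichome markers alike. Of 10 tests of 5 markers in 2 sectors 3 passed as lower in L4 and 4 as higher. With spike-in centring the epidermis and cuticle list passed as higher than other genes in ESP (camera, adjusted p = 0.00358). So few markers, moving both ways, do not decide whether the share of epidermis changed. A response to AtHMA4 and a stress or infection shared by the L4 arrays stay open as hypotheses. All transgenic plants are of a single line, and the design confounds these.

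The hybridization spike-in Cre, which is not among the tested probe sets, was higher in L4 by 0.50 in ESP and 0.40 in EPP on the log2 scale. The 3' control probe set of phytochrome B2 differed by -2.67 between L4 and WT in EPP.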

How the results depend on the processing

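Leave-one-out fits of the gene lists, and the overlap of sectors with trend and robust, array weights, the 6 arrays compared or no ambiguous probe sets, were chosen after the values were seen; the other alternatives were fixed before. Counts of probe sets stayed within a factor of 1.5 under quantile normalization, minimum means of 4 and 6, the 6 arrays compared, trend and robust, array weights, no fold minimum and no ambiguous probe sets. A 2-fold minimum left, by its construction, 1294 probe sets in ESP, 1110 in EPP, 731 for the interaction, 795 and 1147 between sectors in WT and L4, 1037 over both sectors and 632 shared in direction. Spike-in centring gave 8796 in ESP, 4849 for the interaction, 6209 between sectors in WT, 7916 over both sectors and 4573 shared in direction, and median centring 6054 between sectors in WT; spike-in centring moves all probe sets together, to a median of -0.43 over both sectors. Leave-one-out counts ran from 3661 to 3830 in ESP, 3623 to 3852 in EPP, 2516 to 3039 for the interaction, 3193 to 3702 and 3572 to 3740 between sectors in WT and L4, 3517 to 3600 over both sectors and 2325 to 2390 shared in direction.

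With a block for the replicate number, as a term and as a random effect, the counts were 3790 and 3774 in ESP, 3730 and 3708 in EPP, 2598 and 2638 for the interaction, 3448 and 3444 between sectors in WT, 3670 and 3657 in L4, 3496 and 3515 over both sectors and 2355 and 2362 shared; as a term it left 5 lists passing in each of the 3 list comparisons.

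Of 5 lists that passed in ESP, EPP and WT sectors each, an estimated correlation left 2, 2 and 0, and fry, which does not compare a list with other genes, gave 12, 11 and 13. Spike-in centring gave 8 in ESP and 1 in WT sectors, and quantile normalization 3 in EPP; the cause was not tested. Leave-one-out gave 5 to 5 in ESP, 4 to 6 in EPP and 4 to 6 in WT sectors. For cell wall genes in EPP fry turned the direction (adjusted p = 0.00137). Of 217 values of named genes, 29 changed their call under a setting other than the 2-fold minimum and 9 reversed, all with spike-in centring, which brings the median of all probe sets in ESP to -0.61: in ESP ACO6 (-0.31), ETR1 (-0.44), NRAMP3 (-0.36), PMEU1 (-0.26), SAM3 (-0.25), PT1 (-0.20) and SUT2 (-0.17), and between WT sectors ANT1 (-0.12) and Psy1 (-0.076). Signals near the background, in 22.5% of probe sets, cannot show a fall.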

Other observations

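The 4 gene lists of the first paragraphs, the list tests within L4 and on the difference between sectors, and the genes found by the study's identifiers were chosen after the values were seen; the splits of the arrays were fixed before.

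Carotenoid and isoprenoid genes were lower in L4 ESP, by a call that an estimated correlation removed, and did not pass in EPP. Of 17 genes 14 fell and 3 rose in ESP, with a median log2 change of -0.80 (camera, adjusted p = 1.66e-06 over the 4 lists, but adjusted p = 0.067 with an estimated correlation). DXS fell by 2.24, CrtR-b1 by 2.43 and CRTL-E-1 by 2.14, whereas the neoxanthin synthase gene NSY rose by 2.21 and the plastid terminal oxidase PTOX by 1.36. In EPP 8 fell and 5 rose (adjusted p = 0.222). The genotype change was higher in EPP than in ESP for 16 of 17 (adjusted p = 7.66e-11, and adjusted p = 0.0163 with an estimated correlation), and within L4 16 of 17 were higher in EPP (adjusted p = 1.01e-10, and adjusted p = 0.0168 with an estimated correlation). Within WT 11 were already higher and 2 lower in EPP, with a median of 0.54 (camera, adjusted p = 0.002, but adjusted p = 0.17 with an estimated correlation). Of 9 gibberellin and brassinosteroid genes 5 fell in ESP (median -0.57, adjusted p = 0.0274, but adjusted p = 0.067 with an estimated correlation) and 4 in EPP (median -0.14, adjusted p = 0.00726, but adjusted p = 0.0659 with an estimated correlation), and 0 rose in either sector. CYP85A1, of brassinosteroid synthesis, fell in both sectors, by 1.82 in EPP, and the DELLA gene GAI fell by 1.25 and 1.46.

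Sugar and starch genes moved both ways. Of 22 genes 7 rose and 6 fell in ESP (adjusted p = 0.893), with a median of 0.04, a mean of 0.36 and a test that pointed down, and 9 rose and 4 fell in EPP (adjusted p = 0.14), with a median of -0.04, a mean of 0.79 and a test that pointed up. HT2 rose by 4.53 and 5.03, the starch synthesis gene AgpL1 by 2.68 and 4.89 and the fructokinase FRK1 by 3.45 and 2.54, while LIN8 fell by 1.61 and 2.37. Of 18 defence signalling genes 8 rose and 2 fell in ESP (adjusted p = 0.111), and 10 rose and 2 fell in EPP (adjusted p = 0.00667, but adjusted p = 0.151 with an estimated correlation). WRKYIId-4 rose by 2.55 and 2.56, MEK1 by 1.15 and 1.85, and NPR1 by 1.15 and 0.67.

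Within L4, 7 of 11 pathogenesis-related genes were higher and 0 lower in EPP than in ESP (adjusted p = 0.000507, and adjusted p = 0.0419 with an estimated correlation), and 6 of 8 cell cycle genes were lower (adjusted p = 0.000507, and adjusted p = 0.0419 with an estimated correlation). All 7 photosynthesis genes were higher in EPP (adjusted p = 0.000269, but adjusted p = 0.118 with an estimated correlation), and 3 of 4 flavonoid genes were lower (adjusted p = 0.00499, but adjusted p = 0.0608 with an estimated correlation). Antioxidant genes were higher (adjusted p = 0.0195, but adjusted p = 0.308 with an estimated correlation), and epidermis and cuticle markers (adjusted p = 0.00713, but adjusted p = 0.182 with an estimated correlation) and the genes the study followed (adjusted p = 0.0224, but adjusted p = 0.273 with an estimated correlation) were lower. The genotype change was higher in EPP than in ESP for 9 of 11 pathogenesis-related genes (adjusted p = 4.9e-08, and adjusted p = 0.00384 with an estimated correlation). It was also higher for photosynthesis genes (adjusted p = 0.000116, but adjusted p = 0.144 with an estimated correlation) and antioxidant genes (adjusted p = 0.000273, but adjusted p = 0.146 with an estimated correlation). Wound and jasmonate genes did not pass, with 6 higher and 2 lower (adjusted p = 0.0512, and adjusted p = 0.144 with an estimated correlation), nor within L4, with 4 higher and 4 lower in EPP (adjusted p = 0.821). The genotype change was lower for flavonoid genes (adjusted p = 0.0036, but adjusted p = 0.0794 with an estimated correlation) and epidermis and cuticle markers (adjusted p = 0.0457, but adjusted p = 0.255 with an estimated correlation).

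The probe set matched to bZIP44 rose by 3.49 in ESP and 4.12 in EPP. The study says, for roots, that this probe set also matches other sequences. The study's RT-qPCR in leaves also gave higher bZIP44 in both sectors of L4. ETR3, the ethylene receptor gene also known as NR, rose by 0.41 and 0.69. ACO6 rose by 0.32 in ESP. For ETR3 and ACO6 the directions are opposite to the RT-qPCR results quoted from the study above, which are not its array values. In ESP the spike-ins were higher in L4 by 0.63, more than the rise of either gene, so these ESP directions rest on the scaling. With spike-in centring ACO6 turned to -0.31. Other genes the study followed also differed in direction in ESP. There the study's RT-qPCR gave lower FRO1 and ACO4 and higher XTH7, whereas FRO1 and ACO4 rose and XTH7 fell here.

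Splits of the arrays tested whether arbitrary groups of the arrays give as many passing probe sets. Of 200 splits 100 were tried. Over both sectors, 1 of 100 splits that part genotypes within each sector, the real one, gave 3654 probe sets, and the highest other gave 307; for the overlap in direction 1 of 100 gave 2419, the highest other 212. No other split tried came near these counts. The splits treat the 2 sectors as separate samples, although both were cut from leaf fragments of the same experiments. Exchanging whole experiments would leave as few splits as a contrast of 3 arrays with 3, so the share of 1 in 100 does not settle the question. For the interaction 2 of 100 splits gave 2896 or more; the other gave 4983 and exchanges the genotypes in a single sector, so it reads the sum of both genotype changes. Unlike the counts over both sectors, other splits also gave many, up to 1662. For a contrast of 3 arrays with 3, the 10 splits are too few for a share under 0.05, and the real split was the 1 with the most in each. The real and highest other counts were 3874 and 1 in ESP, 3813 and 0 in EPP, 3573 and 0 between sectors in WT, 3760 and 1 in L4, and for lists 5 and 1 in ESP, 5 and 4 in EPP and 5 and 2 in WT sectors.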
